A study of Mus musculus with 2 samples. Its data were reported in "Molecular determinants of cardiac lymphatic dysfunction in a chronic pressure-overload model" (2025).

How the data were processed

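Single-cell RNA sequencing had been performed on endothelial cells sorted from hearts of female C57BL6/J mice, 8 weeks after transverse aortic constriction (TAC, a band around the aorta that imposes pressure overload) or after sham surgery. For each group, cells from 10 hearts had been pooled, and lymphatic endothelial cells (LECs) and blood vascular endothelial cells (BECs) sorted by surface markers had been combined at a ratio of 1 part LECs to 3 parts BECs before droplet capture. The labels give 1 to 2 sorts and capture reactions per group. The cell names separate no reactions within a group, so each group was treated as 1 library. The labels placed both libraries in sequencing batch 1, and no pairing links them.

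Per the labels and the published methods, the authors aligned the reads with STARsolo. They removed genes found in fewer than 10 cells, and cells with fewer than 300 detected genes or more than 10% mitochondrial molecules. The published methods add a minimum number of molecules per cell and name no step against doublets, droplets that held more than 1 cell. No doublet search was made here, since it needs expression values. The libraries were then normalised and integrated in Seurat and Harmony, and the cells were projected with UMAP, a method that places cells with similar expression near each other in a plane. The deposited values used here were the UMAP coordinates of each cell, a score in arbitrary units, in which the distance between separated groups of cells has no fixed meaning. The authors also deposited 1 list of droplet barcodes per library. Both lists were identical and held 6794880 barcodes each, so they were read as the catalogue of permitted barcodes rather than as the cells of a library. Expression values per gene, molecule counts per cell and the authors' cluster labels were not analysed here. As a result no gene was named, no cell type was assigned, and no sequencing depth per cell was given.

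Each cell was assigned to its library by the prefix of its name. Populations were taken as islands of the embedding, found with DBSCAN in scikit-learn 1.9.0 on both libraries pooled, without use of the library label. The minimum neighbourhood was 10 cells and the radius was 3 times the median distance to the 10th nearest other cell, which came to 0.88 UMAP units. Islands were numbered by size and were not named by cell type. An island other than the largest was divided further by Gaussian mixtures with 1 to 6 components if it held at least 50 cells, and the number of components with the lowest Bayesian information criterion (BIC) was kept. Each of these mixtures was started 200 times from different positions, a number raised from 20 after fits with other starts had kept 6 components instead of 5. The rule for naming genes, fixed before the data were examined, was not used because no gene values were analysed.

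The share of a library's cells in each island was given with an exact Clopper-Pearson 95% interval, and cell numbers with an exact Poisson 95% interval (SciPy 1.17.1). The difference between the shares of the libraries was given with a Newcombe 95% interval, which was added after the shares had been seen because overlap of separate intervals does not show that a difference lies within counting error. These intervals cover counting error only. With 1 library per group there was no replicate and no test, and cells were not treated as replicates. Mixing of the libraries was measured as the share of each cell's 20 nearest other cells that came from the other library, beside the share that even mixing within the island would give. Barcodes were compared with the list and with each other, and with 200 random draws of as many barcodes from the list.

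The steps were tested on simulated data with the cell numbers of the libraries. Of 1577 simulated cells in 3 islands of known makeup, 98.6% were returned to their own island. The ratio of observed to even mixing was 1.01 for evenly mixed simulated libraries. It was 0.618 after all TAC cells of the largest simulated island had been displaced by 3 units. Smaller displacements were not simulated, so this does not show that the ratio would reveal them.

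The alternatives fixed before the data were examined were radii of 2 and 4 times the median distance, a minimum neighbourhood of 5 cells, HDBSCAN with at least 30 cells per cluster, a Gaussian mixture with 3 components, assignment of cells in no island to the nearest island, removal of cells with shared or near-identical barcodes, a fixed division of the smaller island into 3 regions, k-means, 10 or 50 nearest cells, and thinning of the TAC library to the sham cell number over 100 random draws. A cluster found by an alternative was matched to the island that held most of its cells. Other boundaries around the branch of island 1, its division into lobes, k-means with 3 clusters, 20 starts of the mixtures, 10 seeds with 50 starts and the count of barcodes 2 bases apart were added after the data were seen.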

Results

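The data comprised the positions of 1577 cells, sorted from hearts as endothelial, in a 2-dimensional embedding built from both libraries. Of these, 665 came from sham-operated mice and 912 from mice after TAC. These cell numbers equalled those given in the labels for cells that passed quality control. TAC cells made up 57.8% of the embedding (95% interval 55.3 to 60.3%). Each library came from a pool of 10 hearts and each group had 1 library, so none of the differences given here has a replicate check. The intervals cover counting error only. The number of molecules read per cell was not analysed here, and no depth behind each position is given.

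All 1577 cell barcodes were present in the deposited list of 6794880 barcodes. This follows if the list is the catalogue of permitted barcodes, as it was read here, and is no check of quality. No barcode occurred in both libraries, against 0.115 expected on average when as many barcodes were drawn at random from the list. Within the libraries, no pair of barcodes was 1 base apart, against 0.015 pairs expected in sham and 0.095 in TAC. With expected numbers this small, finding none shows only that there was no excess. At 2 bases apart, 4 pairs were found within libraries and 4 between libraries, and the random draws gave averages of 4.27 and 3.91.

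The study examined how chronic pressure overload affects cardiac endothelial cells in this mouse strain. The embedding allowed a comparison of the share of each library in separate islands. With both libraries pooled, 3 islands were found, of 1297, 231 and 41 cells, and 8 cells lay in no island. The 8 cells formed a tight group of 6 sham and 2 TAC cells apart from all islands.

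Island 1 held 484 sham cells and 813 TAC cells. It took 72.8% of the sham library (69.2 to 76.1%) and 89.1% of the TAC library (86.9 to 91.1%), a difference of 16.4 percentage points with intervals that did not overlap. Island 2 held 150 sham cells and 81 TAC cells. Its share was 22.6% in sham (19.4 to 25.9%) and 8.88% in TAC (7.12 to 10.9%), so that it fell by 13.7 percentage points, again with intervals that did not overlap. The cell number itself was lower in TAC, with Poisson intervals of 127.0 to 176.0 cells in sham and 64.3 to 100.7 in TAC. The alternative that moved the island 2 difference most was a Gaussian mixture with 3 components, which merged islands 2 and 3 and gave -15.7 percentage points. Sorted LECs and BECs had been mixed at a set ratio before capture. So far as that ratio was kept, the summed share of all cells of either sort follows the mix, not the hearts. The shares of populations within a sort depend on the hearts as well.

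Island 3 held 25 sham cells and 16 TAC cells, which corresponded to 3.76% of sham (2.45 to 5.50%) and 1.75% of TAC (1.01 to 2.83%). These intervals overlapped, but the 95% interval of the difference, from -3.86 to -0.393 percentage points, excluded 0. The cells outside islands 1 and 2 amounted to 31 in sham, or 4.66% (3.19 to 6.55%), and 18 in TAC, or 1.97% (1.17 to 3.10%).

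**Figure D1:**
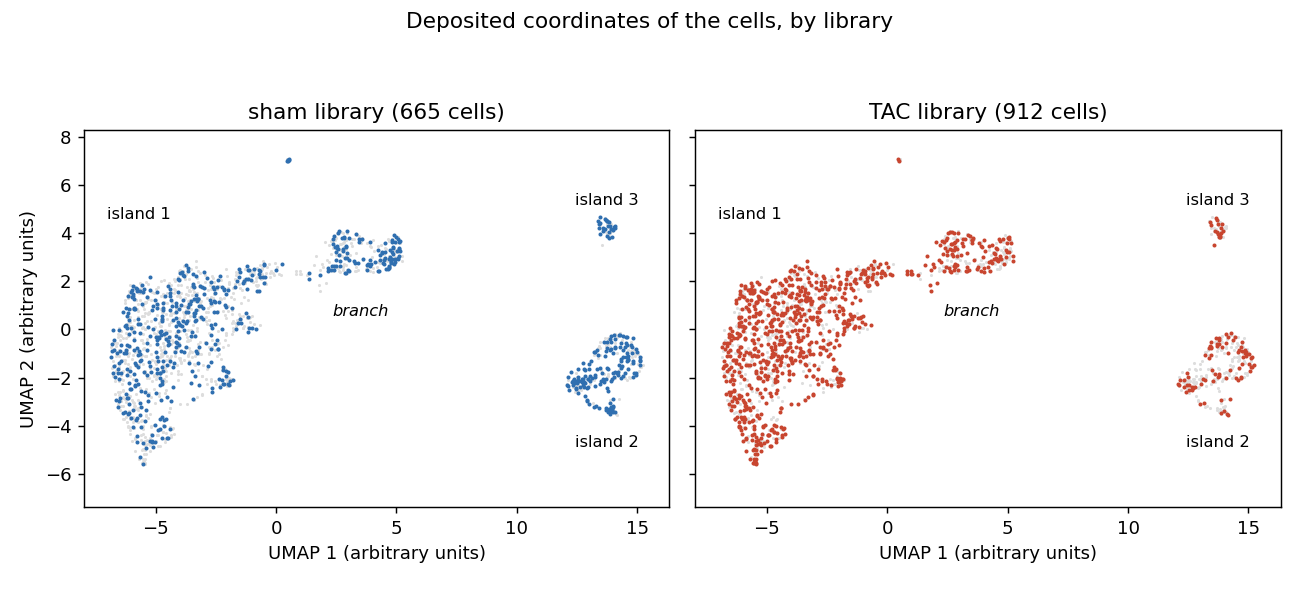
UMAP coordinates in arbitrary units, with the 665 sham cells in blue on the left, the 912 TAC cells in red on the right, and the cells of both libraries in grey behind. Island 2 is more thinly occupied in TAC, with 81 cells against 150 in sham, whereas cells of both libraries are found in every island.

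At a radius of 2 times the median distance, island 1 separated into a body of 1074 cells and a branch of 219 cells joined to it by a thin bridge. This division was among the alternatives fixed before the data were examined, but the comparison of its parts was added afterwards. The body took 56.99% of sham cells (53.1 to 60.8%) and 76.2% of TAC cells (73.3 to 78.9%). The branch held 104 sham cells and 115 TAC cells, or 15.6% (12.96 to 18.6%) and 12.6% (10.5 to 14.9%) of the libraries, and the interval of the difference, from -6.60 to 0.422 percentage points, included 0. Among cells outside island 2 alone, the branch took 20.2% in sham (16.8 to 23.9%) and 13.8% in TAC (11.6 to 16.4%), a difference of -6.36 percentage points (-10.6 to -2.25). With the boundary set by a Gaussian mixture with 3 components, these shares were 23.1% (19.5 to 27.0%) and 18.2% (15.6 to 21.0%), and the difference was -4.94 percentage points (-9.50 to -0.527). The body held 379 sham cells and 695 TAC cells, and the number of branch cells was not lower in TAC than in sham. Absolute cell numbers also depend on the yield of each library.

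The study also divided its lymphatic cells into subpopulations. Island 2 was the only island besides the largest with at least 50 cells, and it was therefore divided further by position. The BIC was lowest with 5 components, at 998.3, and differed little with 6, the largest number tried, at 998.4. With 50 starts, 4 of 10 seeds kept 5 components and 6 kept 6, the seed of the reported fit among them. Over the 5 sub-regions the shares of TAC and sham differed by a total of 16.6 percentage points, calculated as the sum of absolute differences divided by 2. Such a total cannot be negative, and counting error alone puts it above 0. Its size for libraries of equal makeup was not calculated, so it does not show a difference. The interval of the difference included 0 in all 5 sub-regions, which held from 8 to 90 cells.

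A division into 3 components had been fixed beforehand, but its BIC of 1034.3 was higher, so that measure did not favour it. With 3 components, region 2a held 71 sham and 49 TAC cells, or 47.3% (39.1 to 55.6%) and 60.5% (49.0 to 71.2%) of island 2. Region 2b held 58 and 24 cells, or 38.7% (30.8 to 47.0%) and 29.6% (20.0 to 40.8%). Region 2c, the smallest, held 21 and 8 cells, or 14.0% (8.88 to 20.6%) and 9.88% (4.36 to 18.5%). The interval of the difference included 0 in each of the 3 regions, and came nearest to excluding it in region 2a, at -0.325 to 25.8 percentage points. A shift between these regions was therefore not detected, and the width of the intervals does not exclude one. At the radius of 2 times the median distance island 2 remained undivided, and the regions are therefore divisions of a connected group of cells.

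**Figure D2:**
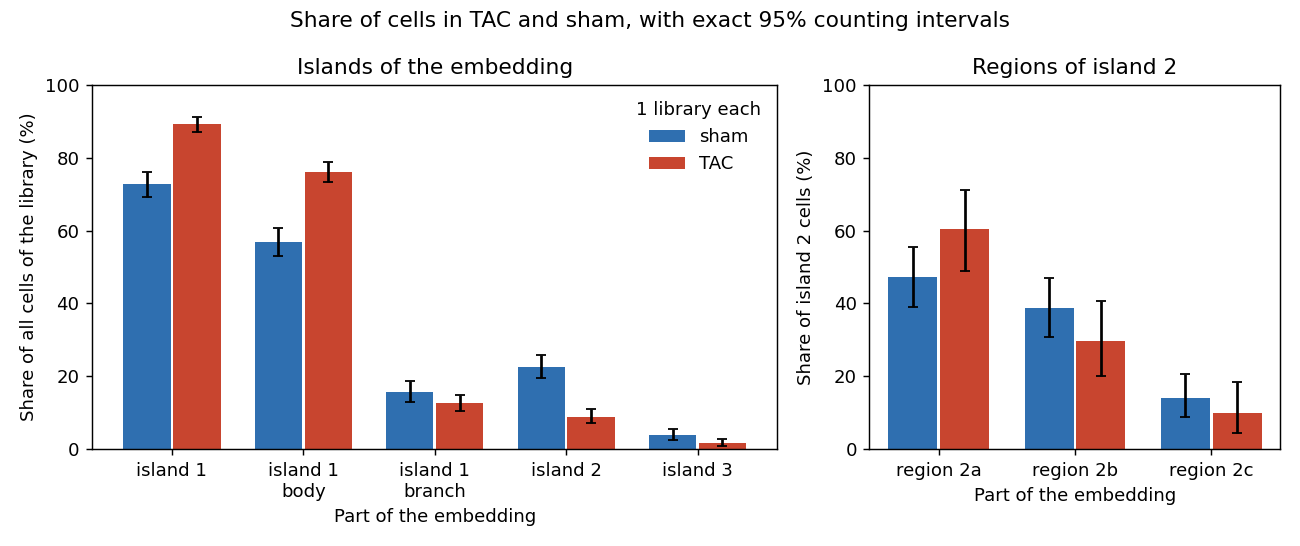
Share of cells in percent for sham in blue and TAC in red, 1 library each, for all cells of the library on the left and for the cells of island 2 on the right, with exact 95% intervals for counting error. The intervals are apart for island 1, its body and island 2, and overlap for the branch, island 3 and regions 2a to 2c.

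Mixing of the libraries was examined because the authors had integrated them before the projection. Among the 20 nearest cells, 46.6% came from the other library, against 46.7% for even mixing within the islands, a ratio of 0.998. The ratio was 1.00 in island 1, 0.975 in island 2 and 1.00 in island 3. In island 1 this was so although TAC cells made up 64.7% of its body and 52.5% of its branch. A ratio close to even mixing therefore does not exclude differences of that size within an island. The alternative that moved the island 2 ratio most was the use of the 10 nearest cells, at 0.964. In the branch of island 1, 49.98% of neighbours came from the other library against 50.1% for even mixing, a ratio of 0.997. The branch ratio was 1.01 with the 10 nearest cells and 0.972 with the 50 nearest cells.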

Values the study reported

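In C57BL6/J mice, the study reported 665 sham cells and 912 TAC cells after quality control, out of 4178 sequenced cells. It recovered 150 LECs from sham hearts and 81 from TAC hearts. In healthy hearts of this strain, the study divided LECs into 3 subpopulations, which made up 48%, 40% and 12% of LECs. The endothelial cells shown for this strain numbered 634 in sham and 892 in TAC.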

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

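The alternative boundaries of the branch, the division into lobes, k-means with 3 clusters, the other numbers of mixture starts (the 200 of the reported values included) and the fits with 10 seeds were chosen after the data were seen. The other alternatives were fixed before the data were examined. Over 8 differences in share, 24 alternative values were obtained, not counting the removal of cells with shared barcodes, which removed no cell. All 24 kept the sign of the reported difference and lay within its 95% interval, although in 2 of them the share of a library left its own interval. The alternatives regroup the same cells, and many returned the reported value itself. They bear on the choice of boundaries only and say nothing about counting error.

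The gain of island 1 in TAC ranged from 15.5 to 16.4 percentage points over the alternatives. The difference in island 2 was -13.7 percentage points under 5 of its 6 such alternatives and -15.7 with a Gaussian mixture with 3 components, which joined island 3 to it by construction. Island 3 had no cluster of its own under that mixture and has no value there. The difference in island 3 was -2.01 percentage points under the 5 other alternatives. The number of islands rose from 3 to 4 at the radius of 2 times the median distance and with HDBSCAN, both of which separated the branch from the body of island 1, and to 4 with a minimum neighbourhood of 5 cells, which made an island of the 8 cells in no island.

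The fall of the branch among cells outside island 2, of -6.36 percentage points, was -6.88 with HDBSCAN, -6.24 at the widest horizontal gap of island 1, and -4.94 with the Gaussian mixture, which counted cells of the body as branch. The total difference between sub-regions of island 2 ranged from 13.2 to 16.6 percentage points over its alternatives. Counting error alone makes this total positive, so the range does not show that the libraries differ. The number of components depended on the starts. The BIC chose 5 with 20 and with 200 starts, whereas with 50 starts 6 of 10 seeds chose 6, the seed of the reported fit among them, so that the sub-regions are not a fixed division.

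Mixing ratios ranged from 0.992 to 1.01 over all cells, from 0.993 to 1.01 in island 1 and from 0.964 to 0.975 in island 2. The ranges over all cells and in island 1 include even mixing. No counting interval is given for these ratios or for the total difference between sub-regions. Removal of cells with a barcode in both libraries, or 1 base from another, moved nothing because no such cell existed, and says nothing about stability. No paired analysis was possible because each group had 1 library. The number of cells limits what can be seen in the smaller populations, in particular the 81 TAC cells of island 2 and the 16 TAC cells of island 3.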

Other observations

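The tests of explanations in this part, and the division of the branch into lobes, were chosen after the results were seen.

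Island 2 took a smaller share of the TAC library than of the sham library. Extra cells of the other islands, added to an unchanged number of island 2 cells, would leave that number equal in both libraries. It was 81 in TAC and 150 in sham. This does not exclude such an addition, because the yield and the number of capture reactions behind each library are not fixed. A smaller part of sorted lymphatic cells in the TAC reaction may also give the TAC share of 8.88%. With 1 library per group, these explanations and an effect of pressure overload cannot be told apart, and all stay open. If island 2 holds all sorted LECs, the set ratio, so far as it was kept, hides any change in LEC abundance in the hearts. Cell quality and depth per cell were not analysed here and stay open as well. The study itself lists more molecules per cell in TAC than in sham, so unequal depth ahead of the filter on detected genes is among the open explanations.

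Island 2 held 150 sham cells and 81 TAC cells. Both numbers equal those quoted from the study above for LECs, so the island may be that population. No expression value was used here to name it. Islands 1 and 2 together held 634 sham cells and 894 TAC cells. The sham number equals the one quoted above for endothelial cells and the TAC number is slightly higher. The shares of regions 2a to 2c were taken over the cells of island 2, and the shares quoted above over LECs of healthy hearts. The regions were drawn from position alone and were not matched to those subpopulations by expression.

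The branch of island 1 took a smaller share of the cells outside island 2 in TAC. A different part of sorted lymphatic cells in the mix, all of them in island 2, would leave this share equal. The share was 13.8% in TAC and 20.2% in sham, a difference of -6.36 percentage points (-10.6 to -2.25), which argues against that explanation as the whole cause. The smallest fall over 4 boundaries was -4.94 percentage points (-9.50 to -0.527), and the interval lay below 0 under each of them, which argues against the place of the boundary as the whole cause. Cells captured differently from the pools of hearts could also give the difference, since 1 library per group leaves the variation between pools unknown. Unequal depth ahead of the filter on detected genes, named above for island 2, was not examined for the branch and stays open too. An effect of pressure overload remains untested for the same reason. Since shares add up to the whole, a gain of body cells and a loss of branch cells give the same pattern.

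Within the branch, cells at its far end were relatively fewer in TAC. When the branch was divided into 2 lobes, the far lobe held 54 of 104 sham cells, or 51.9% (41.9 to 61.8%), and 40 of 115 TAC cells, or 34.8% (26.1 to 44.2%). The difference was -17.1 percentage points (-29.5 to -4.01). With k-means the shares were 54.8% and 40.0%, a difference of -14.8 percentage points (-27.3 to -1.58). Both intervals exclude 0, but the lobe was picked after its share had been seen, which these intervals do not cover, and a chance difference stays open. Among cells outside island 2, the far lobe took 10.5% in sham (7.98 to 13.5%) and 4.81% in TAC (3.46 to 6.50%), whereas the near lobe took 9.71% and 9.03%. A hypothesis is that the lower branch share lies mainly in the far lobe. It was found and examined on the same cells, and further libraries would be needed to test it.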
